A study of Homo sapiens with 14 samples.

How the data were processed

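The samples were 14 RNA libraries from teloHAEC, human aortic endothelial cells immortalised with telomerase. In the siRNA arm, 4 libraries came from cells reverse transfected with siRNA against CALCRL and 4 from cells given scrambled siRNA, and RNA was taken 24 hours after transfection. In the deletion arm, 3 libraries came from cells electroporated with Cas9 complexes flanking an enhancer and 3 from cells given a control guide against HPRT, and RNA was taken 2 days later. Per the labels' protocols, libraries were made with a 3' mRNA-seq kit (QuantSeq FWD), which reads only near the polyadenylated end of a transcript, and were sequenced as single-end reads of 86 cycles. Groups were taken from the sample titles.

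For each arm, 1 table of the authors' own comparison was used, with no value for a single library. Per the file names and headers, the authors counted reads per gene with featureCounts and compared the groups with DESeq2. The authors' deposited tables give a mean normalised count over all libraries of the arm, a log2 fold change against the control group, its standard error, a Wald statistic (a score), a p-value and an adjusted p-value per gene. The aligner, genome build, annotation, filters and software versions were not stated in the labels or headers, nor whether counting used the strand, so genes that overlap another gene or have a near-identical copy are uncertain. The numbers in the tables are written with decimal commas and were read as such. The deposited Wald statistic equalled the log2 fold change divided by its standard error in both tables, and the deposited adjusted p-value equalled a Benjamini-Hochberg adjustment over the listed rows, to within rounding. Fold changes were therefore not shrunken after the test. The tables list different gene sets, with 214 processed pseudogenes in the deletion table and 3 in the siRNA table, so the genes kept by the authors differed between the arms.

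Tests on counts had been fixed before the data were examined: a quasi-likelihood count model, other normalisations, count filters, a replicate block, leaving out each replicate and regroupings of the samples. None of them could be used, because they need a value per library. The depth of each library is unknown for the same reason. The mean normalised counts summed to 4547165 in the siRNA table and 5153709 in the deletion table, which is a mean over libraries and not a library total. Overlap between libraries, outlying libraries and duplicated libraries could not be checked. All tests of single genes are therefore the authors' own, and the precision of each value is given by the deposited standard error.

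From the deposited values, 95% intervals were computed as the log2 fold change plus or minus the normal quantile times the standard error. A gene was called at an adjusted p-value under 0.05. The difference between the arms was tested for each gene from the 2 log2 fold changes and their standard errors, with a normal reference and Benjamini-Hochberg adjustment; the arms share no control libraries. The group means behind a fold change were derived from the mean normalised count and the fold change, and where the lower of them was at or under 3 counts only the upper end of the interval was given, as a percent of the control. Gene lists were tested with camera on the Wald statistics (limma 3.58.1 in R 4.3.3) at a preset correlation of 0.01, adjusted over 16 tests of 8 lists in 2 arms. The lists, written before the data were examined, were CALCRL receptor and ligand genes, heat shock, interferon, p53 targets, cell cycle, endothelial inflammation, sterol synthesis and endothelial identity. Neither fry nor an estimated correlation could be used, since both need values per library.

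Genes were named by a rule fixed before the data were examined. It took CALCRL, TFPI, HPRT1, ADM and NOS3, and the genes lying within 1 Mb of CALCRL, applied as wholly within it. It also took the 5 highest and 5 lowest called genes of each arm. The last were 5 genes called in the same direction in both arms, those with the lowest of the larger adjusted p-values. The rule asked for a mean log2 CPM of at least 3, which was replaced by a mean normalised count of at least 8 CPM, taken relative to the table's sum. Its requirement that libraries of the groups do not overlap could not be applied. The genes for the receptor's accessory proteins were not analysed here.

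Gene positions, transcript sequences and 3' UTRs came from GENCODE release 29 on GRCh38, matched by gene ID, for 11099 genes of the siRNA table and 11630 of the deletion table. This may not be the annotation the authors used. GC content was taken over the last 500 bases of the transcript with the longest 3' UTR. A trend of log2 fold change on GC content was removed, as an alternative, with a lowess fit of span 0.3 (statsmodels 0.14.6). For each word of 6, 7 or 8 bases, the Wald statistics, limited to between -6 and 6, of genes with the word in the 3' UTR were compared with those of all genes after 3' UTR length and GC content had been fitted, over genes with a 3' UTR of at least 50 bases and words held by at least 30 genes. Further alternatives were the Wald statistics divided by their robust SD, a Student t reference with 6 and 4 residual degrees of freedom, and genes with a mean of at least 50 normalised counts. All alternatives except a window of 2 Mb around CALCRL were chosen after the data had been seen. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

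The procedures were tested on simulated data built on the deposited standard errors, with 200 genes changed by 1.5 on the log2 scale. The siRNA simulation recovered 95% of the changed genes over 11099 genes, and the deletion simulation recovered 53.5% over 11625 genes. False calls made up 5.94% and 6.14% of the calls. The simulated deletion statistics had a robust SD of 0.996, near 1 by construction, against 1.87 for the deposited ones. These rates therefore do not give the share of false calls among the deposited calls. An added GC trend with a Spearman correlation of 0.507 in the deletion simulation fell to -0.0034 after removal. A 7-base word planted in the statistics ranked 1 in both simulations. Random lists gave a camera p-value under 0.05 in 3.8% of draws on the simulated siRNA statistics and 1.8% on the simulated deletion statistics. The simulated genes were independent, so this does not test lists of genes that move together.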

Results

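The data compared 2 treatments aimed at CALCRL, the gene of the calcitonin receptor-like receptor, in human aortic endothelial cells: siRNA against its transcript (4 libraries against 4) and deletion of an enhancer with CRISPR-Cas9 (3 against 3). The authors' deposited tables held 11261 genes for the siRNA comparison and 11835 for the deletion comparison, of which 5 had no p-value. Where a sentence names the authors' deposited table, its fold changes, standard errors and adjusted p-values of single genes are the authors' own, by their DESeq2 Wald test. Values under an alternative, differences between the arms and adjustments over a list alone were computed from the deposited values. The median standard error of the log2 fold change in the authors' deposited tables was 0.17 for siRNA and 0.41 for deletion. Over genes with a mean of at least 100 normalised counts, the standard errors implied a coefficient of variation between libraries of 11.2% in the siRNA arm and 25.5% in the deletion arm. The deletion comparison was thus the less precise one.

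The first comparison asked whether the siRNA lowered its target. CALCRL (ENSG00000064989) lies on the minus strand of chromosome 2 from 187343129 to 187448460 in GRCh38. In the authors' deposited table its log2 fold change under siRNA was -1.56 (SE 0.17), with an adjusted p-value of 1.9e-17. This placed CALCRL at 34.0% of the scrambled control, with a 95% interval from 27.1% to 42.7%. Only 7 of the 11261 genes, CALCRL included, had a Wald statistic as low. Under a Student t reference with 6 degrees of freedom, the strictest of the alternatives, the adjusted p-value of CALCRL was 0.102, and over all 5 alternatives it ranged from 1.4e-17 to 0.102.

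In the siRNA comparison, 390 genes of the authors' deposited table had an adjusted p-value under 0.05, 118 higher and 272 lower. An absolute log2 fold change of at least 1 was reached by 27 of them, 8 higher and 19 lower. The alternative that moved this count most was the Student t reference, which left 5 genes. Among called genes with a mean of at least 8 CPM in the authors' deposited table, the 5 highest were STC1 (log2 fold change 1.41, SE 0.09), TAPT1 (1.17, SE 0.19), TNFRSF11B (1.10, SE 0.23), CSF3 (1.05, SE 0.16) and MFSD6 (0.97, SE 0.25). The 5 lowest under the same minimum in the authors' deposited table were PPFIBP2 (-1.65, SE 0.39), CALCRL, SSR1 (-1.49, SE 0.09), ZCCHC9 (-1.46, SE 0.14) and HS3ST1 (-1.30, SE 0.25). SSR1 and ZCCHC9 carry the sequence GTAACAA in the 3' UTR, and TAPT1 carries GACGTA. GTAACAA was found in 155 of the 266 lower genes with an annotated 3' UTR (58.3%) and in 930 of the other 10302 genes (9.03%; Fisher's exact test, two-sided, odds ratio 14.1, p = 8.36e-86). It was chosen after the values had been seen, as the lowest of 16328 words of 7 bases. Unlike that ranking, Fisher's exact tests of the sequence, here and below, did not account for 3' UTR length. The median length was 3504.5 bases in genes with GTAACAAA and 3113 in those with the word and no following A. It was 941 in genes without TAACAA.

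The second comparison asked whether deleting the enhancer lowered CALCRL or other genes nearby. The authors' deposited table gave CALCRL a log2 fold change of -1.47 (SE 0.43) in the deletion arm, with an adjusted p-value of 0.00962. This corresponded to 36.2% of the control, with a 95% interval from 20.2% to 64.7%. A Wald statistic at or below that of CALCRL was found in 481 genes of the deletion comparison. After a trend of log2 fold change on GC content was removed, CALCRL was at -1.14 with an adjusted p-value of 0.0591, no longer past the threshold. Its adjusted p-value under all 5 alternatives ranged from 0.00744 to 0.973. The CALCRL log2 fold changes of the 2 arms differed by -0.09 (SE 0.46), which was within their error (adjusted p-value 0.924).

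Lying wholly within 1 Mb of CALCRL, 5 genes were listed in both tables, all protein-coding and on chromosome 2. GULP1 (188291669 to 188595931) starts within 1 Mb and ends beyond it, and was counted only in the window of 2 Mb. In the authors' deposited tables GULP1 was at 0.53 (SE 0.64) for the deletion and 0.26 (SE 0.29) for siRNA, neither past the threshold. In the authors' deposited table for the deletion, 2 of the 5 were past the threshold over all genes, and the same 2 when adjusted over the list alone: CALCRL, and ZC3H15 (186486156 to 186509363), which was higher at 0.94 (SE 0.23, adjusted p-value 0.00198). TFPI (187464230 to 187565760), the gene next to CALCRL, was at -0.54 (SE 0.26) in the authors' deposited table, with an adjusted p-value of 0.141. With the GC trend over the last 500 bases or the whole transcript removed, TFPI was at -0.38 and -0.26 (adjusted p-values 0.370 and 0.569). ITGAV was at -0.07 (SE 0.23) and FAM171B at 0.35 (SE 0.40) in the authors' deposited table, neither past the threshold. The sign of ITGAV changed when the GC trend was removed. For siRNA, in the authors' deposited table, CALCRL alone was past the threshold over all genes, and CALCRL and ITGAV (-0.30, SE 0.12) when adjusted over the list alone. HPRT1, the target of the control guide, was at -0.09 (SE 0.50) in the authors' deposited table for the deletion, a difference within its error and one whose sign changed when the GC trend was removed. ADM, a ligand gene of the receptor, was at 0.79 (SE 0.33, adjusted p-value 0.0843) in the authors' deposited table for the deletion and at 0.12 (SE 0.15) for siRNA. NOS3 was at -0.12 (SE 0.28) for the deletion and -0.01 (SE 0.12) for siRNA in the authors' deposited tables.

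**Figure D1:**
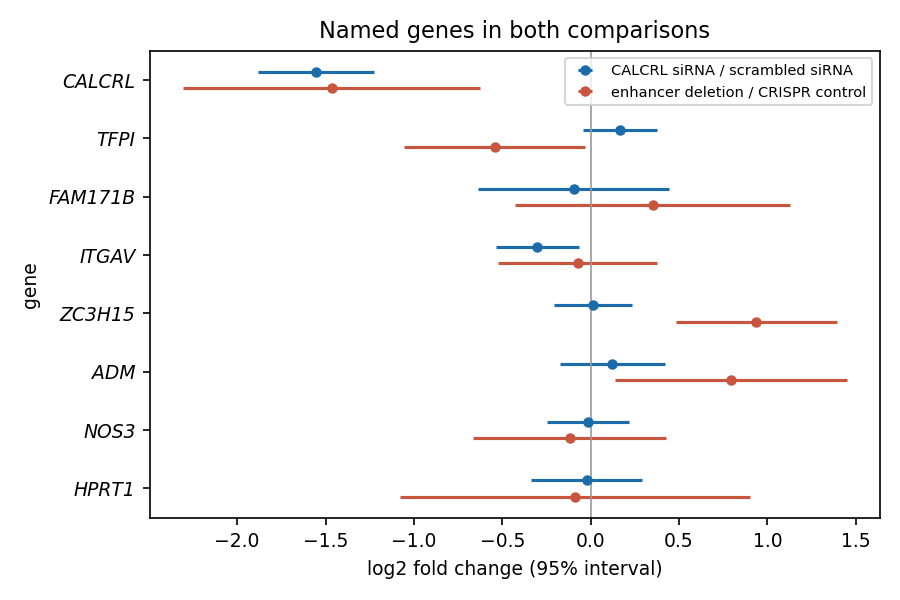
Log2 fold change (x axis) of 8 named genes (y axis) in the siRNA comparison (blue) and the deletion comparison (red), from the authors' deposited tables. Points are the deposited values and bars their 95% intervals; CALCRL lies below 0 in both comparisons, at -1.56 and -1.47, and the deletion intervals are the wider ones.

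In the deletion comparison, 1874 genes of the authors' deposited table had an adjusted p-value under 0.05, 875 higher and 999 lower, and 1334 of them had an absolute log2 fold change of at least 1. The Wald statistics had a robust SD of 1.87, against 1.11 in the siRNA table. Dividing the statistics by that SD left 0 genes past the threshold, with 537 at an unadjusted p-value under 0.05. A Student t reference with 4 degrees of freedom also left 0, with 1646 at an unadjusted p-value under 0.05. That reference is strict by construction, and it gave LLGL1 and CALCRL the same adjusted p-value of 0.357. As deposited, 3513 genes had an unadjusted p-value under 0.05. Log2 fold change rose with GC content across genes (Spearman 0.309, against 0.0815 in the siRNA table; genes are not independent replicates). The median log2 fold change was -0.27 in the lowest of 10 GC groups and 0.62 in the highest. With the GC trend removed, 1385 genes were called, of which 1086 were among the 1874. The split then changed from 875 higher and 999 lower (53.3% lower) to 394 higher and 991 lower (71.6% lower).

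**Figure D2:**
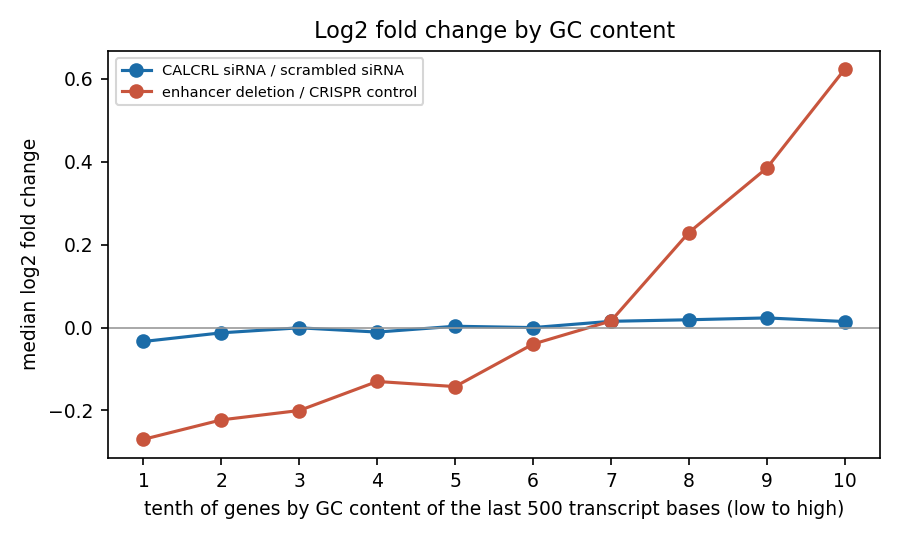
Median log2 fold change (y axis) of genes in 10 groups of rising GC content over the last 500 transcript bases (x axis), for the siRNA comparison (blue) and the deletion comparison (red). The deletion line runs from -0.27 to 0.62, and the siRNA line stays between -0.03 and 0.02.

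Among called genes with at least 8 CPM in the authors' deposited table for the deletion, the 5 highest were SARS2 (log2 fold change 2.82, SE 0.69), NCKIPSD (2.26, SE 0.51), ZNF551 (2.20, SE 0.73), EHBP1L1 (2.14, SE 0.58) and EXOSC4 (2.13, SE 0.47). With the GC trend over the last 500 bases removed, EHBP1L1 was at 1.03 and no longer past the threshold (adjusted p-value 0.243, and 0.0539 with the trend over the whole transcript removed), and EXOSC4 was at 1.31 (0.0458). The 5 lowest under that minimum were LLGL1, LINC00116, NCSTN, C5orf15 and CECR5. Their implied mean in the deletion group was at or under 3 normalised counts in the authors' deposited table, so no fold is given. The upper ends of their 95% intervals were 1.26%, 2.43%, 5.15%, 6.12% and 7.43% of the control. In the siRNA comparison the same 5 genes had standard errors between 2.78 and 4.85 times those of genes with the same mean count.

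This held more widely. A total of 214 genes had a siRNA standard error over 2 times that of genes with the same mean count. By the authors' deposited table for the deletion, 206 of them were lower and 8 higher, with a median log2 fold change of -2.01, and 144 were called lower and 2 higher. Their median in the siRNA table was 0.01; the number of siRNA calls among them is not informative, since they were selected for a high siRNA standard error. This set was defined after the values had been seen. The other 10677 genes had a median of 0.02 in the deletion table. CALCRL had a siRNA standard error 1.22 times that of genes with its mean count, at percentile 86.3 among genes.

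**Figure D3:**
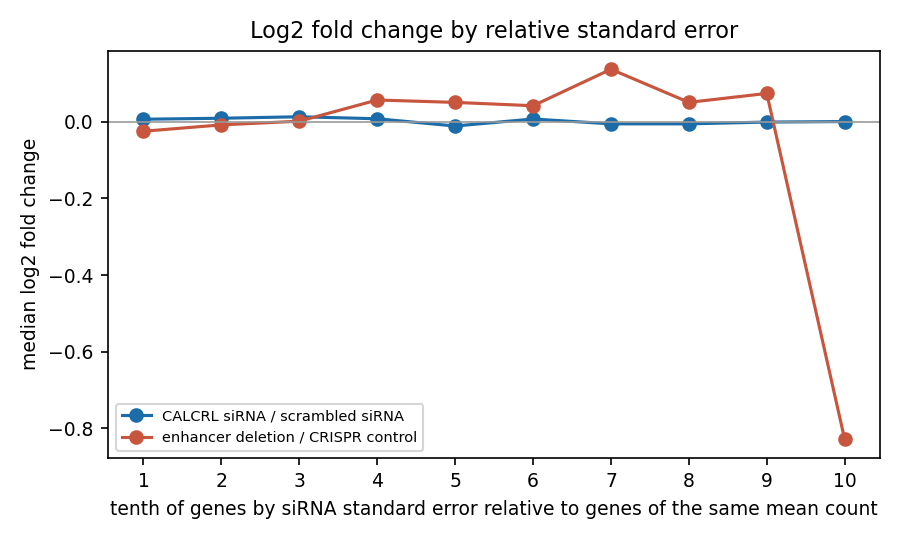
Median log2 fold change (y axis) of genes in 10 groups of rising siRNA standard error relative to genes of the same mean count (x axis), for the siRNA comparison (blue) and the deletion comparison (red). The highest group has a median of -0.83 in the deletion comparison and lies at 0.00 in the siRNA comparison.

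The third comparison asked whether the siRNA and the enhancer deletion moved the same genes. Over 10891 genes tested in both tables, the log2 fold changes had a Spearman correlation of 0.0227 and a Pearson correlation of 0.00995 across genes, which are not independent replicates. A total of 47 genes in the authors' deposited tables were called in both arms, where 63.3 were expected by chance (Fisher's exact test, two-sided, odds ratio 0.698, p = 0.0207). That expectation takes all genes as independent and equally easy to call. The tenth of genes with the highest relative siRNA standard error, where siRNA calls are harder to reach, held 390 lower and 80 higher deletion calls. A count under 63.3 therefore need not mean that the arms moved different genes. Of the 47, 24 changed in the same direction and 23 in opposite directions, which did not differ from an even split (exact sign test, p = 1). The 5 named genes called in the same direction were H1FX (higher in both), MDM2, RAB1A, NFIB and HDDC2 (lower in both). All 4 of the lower genes carry GTAACAAA in the 3' UTR, and H1FX carries GACGTA. With the GC trend removed over the last 500 bases or the whole transcript, H1FX in the deletion arm was at 0.50 and 0.52 and no longer past the threshold (adjusted p-values 0.219 and 0.190), while the 4 lower genes stayed past it. In the authors' deposited tables MDM2 was at -0.56 (SE 0.07) under siRNA and -0.96 (SE 0.22) under deletion. The effects differed between the arms in 1493 genes, 786 with the higher log2 fold change in the siRNA arm and 707 with the lower, at an adjusted p-value under 0.05 over the 10891 genes. Dividing the difference statistics by their robust SD left 0 genes, with 444 at an unadjusted p-value under 0.05.

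Of the 8 gene lists, tested with camera at a preset correlation of 0.01 and adjusted over 16 tests, the interferon list gave the lowest p-value. Which calls hold under fry or an estimated correlation could not be tested. In the siRNA arm all 33 of its tested genes were lower, with a median log2 fold change of -0.48 (camera, adjusted p-value 2.16e-18). Of these, 11 were past the threshold over all genes in the authors' deposited table, and 21 when adjusted over the list alone. In the deletion arm 23 of its genes were tested, 12 higher and 11 lower, with a median of 0.02 and an adjusted p-value of 0.897, and 0 of them were past the threshold, with 3 at an unadjusted p-value under 0.05. The difference between the arms on this list, over the genes tested in both, had an adjusted p-value of 0.0763. The cell cycle list was lower in the siRNA arm (median -0.16, 25 of 35 genes lower, adjusted p-value 0.00304) and higher in the deletion arm (median 0.34, 24 of 35 genes higher, adjusted p-value 0.0386). Both cell cycle results lost the threshold at a preset correlation of 0.05. The CALCRL receptor and ligand list, with 4 tested genes that include CALCRL, had an adjusted p-value of 0.0132 in the siRNA arm, which was 0.709 on ranks, and 0.685 in the deletion arm. The other lists were not past the threshold: endothelial identity (adjusted p-value 0.104 in both arms), endothelial inflammation (0.265 for siRNA, 0.104 for deletion), heat shock (0.631 and 0.897), p53 targets (0.897 and 0.104) and sterol synthesis (0.930 and 0.274). With the GC trend removed, endothelial identity and p53 targets were lower past the threshold in the deletion arm (adjusted p-value 0.0347 each). Single heat shock genes moved both ways in the deletion arm, where 9 of 23 were past the threshold over all genes in the authors' deposited table, 5 higher and 4 lower, and 11 when adjusted over the list alone.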

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

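Each result here is a difference between the effects of the arms that was tested directly. The arms also differ in delivery, time after treatment and control, so a difference between them cannot be assigned to any of these, and no biological explanation was tested apart from them. The tests of the deletion calls against GC content and of the opposite directions were set before their values were seen, but the reading of the latter was changed afterwards, as stated there. The GC values of the cell cycle list were taken up after they had been seen. RRAGC and SERBP1 were chosen after their values were seen.

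The effects differed between the arms in 1493 genes, and in 0 genes once the difference statistics were divided by their robust SD, with 444 at an unadjusted p-value under 0.05 (3084 before that division). Of the 1493, 1222 were called in the deletion arm alone. A trend on GC content as the whole cause of the deletion calls was argued against, since 57.95% of the 1874 called genes (1086) were kept once it was removed, although the split of higher and lower calls moved.

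Among the genes called in opposite directions, RRAGC and SERBP1 had the lowest p-values for the difference. Their differences were not the largest, since that of MESDC1 was 2.72 (SE 0.56). The difference was -1.79 (SE 0.23) for RRAGC and -1.72 (SE 0.23) for SERBP1, with both genes lower under siRNA and higher after the deletion in the authors' deposited tables. Both carry GTAACAA in the 3' UTR. Over the genes called in opposite directions, 31.8% (7 of 22 with an annotated 3' UTR) carried the sequence, against 10.3% of other genes (Fisher's exact test, p = 0.00515). This met the criterion set beforehand for silencing through the sequence. Of those 22, 12 were lower under siRNA, of which 6 carried it. The others, among them INO80C (0.50, SE 0.13) and CXCL1 (0.66, SE 0.17), were higher under siRNA. Direct silencing through the sequence would not raise them, which argues against it as the whole cause. Genes called in the siRNA arm carried it in 41.7% of cases whatever the deletion did. On this comparison, added after the value was seen, a part for such silencing cannot be told apart from how the genes were chosen.

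The cell cycle list differed between the arms with an adjusted p-value of 0.0035 over 8 lists, with a median difference of -0.42 over 35 genes. Removal of the GC trend left the list past the threshold in each arm, with adjusted p-values of 0.00344 for siRNA and 0.0273 for the deletion, which argues against that trend as the whole cause. At a preset correlation of 0.05 both arms lost the threshold (adjusted p-values 0.0653 for siRNA and 0.272 for the deletion). On ranks the siRNA list kept it (0.000851) and the deletion list did not (0.0686). The difference itself was not tested again with the trend removed, on ranks or at a preset correlation of 0.05.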

How the results depend on the processing

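No paired analysis was possible because the tables hold no value for a single library. For the same reason the count models fixed before the data were examined, the other normalisations, count filters, a spread shared by all 14 samples, the replicate block, leaving out of each replicate, regroupings of the samples, fry, an estimated correlation and the CPM minimum for the correlation were not run. Of the alternatives fixed in advance, only a window of 2 Mb around CALCRL was run, and it left 2 genes called, as did 1 Mb. All others were chosen after the data were seen. The Student t reference was not applied to the difference between the arms.

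Of 388 values under an alternative, 309 kept their direction and side of the threshold, or their count within 1.5 times. This does not measure robustness, since much of it was fixed in advance. The robust SD, the Student t reference and the count filter leave the log2 fold changes of genes unchanged. Many of the values were also not past the threshold before any alternative was applied. The Student t reference ignores the information shared across genes in the authors' test and is therefore strict by construction. It left 5 siRNA genes (STC1, SSR1, RRAGC, UBE2V2 and CAV2, of which the last 3 were named after their values were seen), 0 deletion genes (1646 at an unadjusted p-value under 0.05) and 0 genes near CALCRL (2 unadjusted). CALCRL, at -1.56 and -1.47, then had adjusted p-values of 0.102 and 0.357. Dividing the statistics by their robust SD assumes that most genes did not change. It left 0 deletion genes (537 unadjusted), 0 genes near CALCRL (1 unadjusted) and 0 differences between the arms (444 unadjusted). CALCRL in the deletion arm, at -1.47, then had an adjusted p-value of 0.973. The siRNA count was 262 under that setting and between 372 and 391 under the filter and the GC corrections.

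With the GC trend removed over the last 500 bases or the whole transcript, deletion CALCRL was at -1.14 and -1.15 (adjusted p-values 0.0591 and 0.0540), and 1 gene near CALCRL was called in each case. Over all 5 alternatives its adjusted p-value ranged from 0.00744 to 0.973. Signs near 0 reversed for HPRT1 (0.11 and 0.0215 in the deletion arm, 0.00284 in the siRNA arm) and ITGAV (0.10 and 0.10), none past the threshold. The Spearman correlation between the arms was -0.00388 with the trend over the last 500 bases removed, against 0.0227. The cause was not tested beyond the removal of the trend itself.

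For gene lists, ranks gave the siRNA receptor list an adjusted p-value of 0.709, the deletion cell cycle list 0.0686, and 0 deletion lists past the threshold (1 unadjusted). A preset correlation of 0.05 gave the cell cycle lists 0.0653 and 0.272, and 0 deletion lists (0 unadjusted). GC removal gave 3 deletion lists: cell cycle (0.0273), endothelial identity and p53 targets (0.0347 each). Directions reversed for lists far from the threshold: siRNA p53 targets and sterol synthesis on ranks (0.952 each) and deletion interferon under GC removal (0.951). The siRNA interferon list stayed past the threshold in all 3 alternatives (adjusted p-values from 1.07e-18 to 1.65e-09). A further 48 results changed, all weaker. Unknown library depth limits every result here to the deposited standard errors.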

Other observations

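The patterns below were noticed in the data. The tests of the short sequences, of the genes variable among siRNA libraries, of CALCRL against a library difference, of the interferon list against GC content and CALCRL loss, and of gene span were chosen after the results had been seen, and the others were set after a first look at the tables but before the tested value was seen. Words were scanned in both arms and at both ends, in the siRNA arm 4096 of 6 bases, 16328 of 7 and 60308 of 8.

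Genes that varied most between siRNA libraries were lower after the deletion. Of 214 genes with a siRNA standard error over 2 times that of genes with the same mean count, 96.3% were lower in the deletion arm, against 49.2% of the other 10677 genes. The group of 10% of genes with the highest relative error held 390 of the 971 lower deletion calls among genes in both tables. The pattern was found after several limits on the relative error, 3' UTR and transcript length, gene type, antisense overlap, short sequences near the end of the 3' UTR and GC content had been looked at. A trend on GC content was argued against, since the median of -2.01 was -2.08 after its removal. A candidate explanation is a difference between libraries that was spread over both siRNA groups, where it would raise the error without having to move a mean, and aligned with the groups in the deletion arm. The 96.3% is the pattern itself and no independent evidence for this, and such a difference cannot be told apart from an effect of the deletion without values per library. All 5 of the lowest deletion genes named by the rule belong to this set.

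The lower CALCRL value in the deletion arm stands less apart than in the siRNA arm. Among the 200 genes closest to CALCRL in GC content and mean count, 11% had a log2 fold change at or below it, inside the range of the central 95%, so the general spread of such genes may account for a value of this size. The median log2 fold change of those genes was -0.31. The GC content of CALCRL over the last 500 bases was 24.2%, at percentile 0.18 among genes, so few genes lay below it. The matched share and the GC-corrected value of CALCRL are therefore both read at the edge of the GC range. With the GC trend removed the Wald statistic of CALCRL was -2.67. By the criterion set beforehand, more than 2 standard errors below 0, this counts against the trend. The adjusted p-value of 0.0591 was however not past the threshold, and on that ground, added after the value was seen, a part for GC content cannot be told apart from an effect of the deletion. Its siRNA standard error was 1.22 times that of genes with the same mean count, under the limit of 2 set for a library difference. On that measure CALCRL was however at percentile 86.3 among genes. Since 1 gene excludes nothing, a reading also adopted after the value was seen, a library difference cannot be told apart either. An effect of the enhancer on CALCRL stays open.

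The siRNA arm held a sequence signature. The 7-base word GTAACAA had the lowest z of all words of its length (-23.2, 1085 genes), ranked 1 of 210 orders of its letters, and its reverse complement is TTGTTAC. With the genes divided into 2 sets by whether their ID ended in an odd or even digit, it was the lowest word in each and shifted the other set at z = -16.3 or beyond. Genes with GTAACAAA had a median log2 fold change of -0.21, those with the word and no following A -0.08, and those without any match 0.02. In the deletion table the word had z = 0.800, which argues against a general effect of 3' UTR composition. The transcript of CALCRL holds the word once, at chromosome 2 from 187363429 to 187363435 on the minus strand in GRCh38. The site lies in exon 10 of 16, upstream of the 3' UTR, and is followed by T. By chance 0.318 sites were expected in the transcript, with all bases taken as equally frequent. The last 500 bases of CALCRL are 24.2% GC, so the expected number may be higher. A candidate explanation is silencing of other transcripts through the seed of the CALCRL siRNA. The siRNA sequences were not used here, so the match of the seed was not checked. A second word, GACGTA, went with higher values (z = 11.2, 499 genes, and at least 7.50 in the set it was not found in), which may reflect the same effect of the scrambled siRNA in the control libraries. Of 381 called genes with a 3' UTR, 192 carried neither word.

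For the lower interferon list in the siRNA arm, direct silencing of its transcripts through GTAACAA was argued against, since the word was in 6.06% of its genes (2 of 33) against 10.3% of others. Silencing of a gene that regulates the list was not tested. A trend on GC content was argued against as the whole cause, since the list kept an adjusted p-value of 1.07e-18 with the trend removed. Loss of CALCRL might lower it, but the difference between the arms, with an adjusted p-value of 0.0763, leaves this open. A difference in the response of the cells to the 2 siRNAs was not tested.

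The near-zero correlation between the arms was not explained by genes with either word, since the Spearman correlation was 0.0126 without them, nor to the standard errors alone, since the Pearson correlation corrected for them was 0.0227 over 4020 genes.

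Genes with TAATCCCA in the 3' UTR, a word found in Alu repeats, were higher after the deletion (z = 9.26, 1611 genes, the highest of 60270 words of 8 bases). In the siRNA arm the same word had z = 2.71, in the same direction. Carry-over of unspliced or genomic material stays open and cannot be told apart from other explanations. The Spearman correlation of 0.0180 between the GC-corrected log2 fold change and gene span was taken over all genes, and carry-over in 3' reads need not follow span, so it decides nothing. The 19 histone genes of the deletion table, looked at after the results were seen, had a median log2 fold change of 0.71, and 0.30 after GC removal. Of these, 15 were higher and 1 was past the threshold. The 22 mitochondrial genes of that table had a median of 0.41, with 18 higher and 2 past the threshold. Processed pseudogenes number 214 in the deletion table and 3 in the siRNA table. No biological explanation was tested.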
